# Role of DNA methylation in the dietary restriction mediated cellular memory

**DOI:** 10.1007/s11357-017-9976-8

**Published:** 2017-05-05

**Authors:** Archana Unnikrishnan, Jordan Jackson, Stephanie A. Matyi, Niran Hadad, Benjamin Wronowski, Constantin Georgescu, Karla P. Garrett, Jonathan D. Wren, Willard M. Freeman, Arlan Richardson

**Keywords:** Dietary restriction, Gene expression, DNA methylation, Transcriptome, Epigenetics, Stem cells

## Abstract

An important facet of dietary restriction (DR) that has been largely overlooked is that DR can have early effects that create a cellular memory, which persists even when DR is discontinued. The goal of this study was to determine if DNA methylation played a role in the cellular memory of DR by examining the effect of short-term DR on gene expression and DNA methylation and determining if the changes in expression and DNA methylation persist when DR is discontinued and mice returned to ad libitum (AL) feeding. We show that DR can induce substantial changes in gene expression within 1 month of its implementation in various tissues, and more interestingly, ~19–50% of these changes in gene expression persist across the tissues even when DR is discontinued. We then determined whether DR induced changes in DNA methylation in the promoter of three candidate genes identified from our gene expression analysis (*Pomc*, *Hsph1*, and *Nts1*) that correlated with the changes in the expression of these genes. Decreased methylation at three specific CG sites in the promoter of the *Nts1* gene encompassing the distal consensus AP-1 site was correlated with increased Nts1 expression. Both the promoter hypomethylation and increased *Nts1* expression persisted even after DR was discontinued and mice fed AL, supporting our hypothesis that DNA methylation could play a role in the memory effect of DR. The changes in DNA methylation in the *Nts1* gene are likely to occur in intestinal stem cells and could play a role in preserving the intestinal stem cell pool in DR mice.

## Introduction

DNA methylation is a molecular mechanism that has evolved to provide cellular memory to cells/organisms. Cytosines, especially those contained in CG dinucleotide motifs, are targeted for methylation (5mC) by DNA methyltransferases. Functionally, 5mC can indirectly regulate chromatin status via cross talk with histone modifications (Hashimshony et al. 2003; Eden et al. 1998) and directly affect the ability of transcription factors and other DNA-binding proteins to access DNA. McGhee and Ginder (1979) were the first to suggest that DNA methylation controlled gene expression, and Jones and Taylor (1980) showed that 5-azacytidine (an inhibitor of DNA methyltransferases) prevented the differentiation of cells by altering the expression of the genes involved in differentiation. In the context of gene promoters, hypomethylated CGs are generally associated with active, constitutively expressed genes, while hypermethylated CGs are generally associated with lowly expressed/silenced genes (Bird 2002). 5mC can be both a persistent molecular signal, which lasts the lifetime of a cell, and be passed on to daughter cells (Holliday 2006). Taken together, it is now accepted that DNA methylation can regulate the expression of specific genes and thereby potentially affect the physiological function of a cell/tissue over the lifetime of the organism.

The potential role of DNA methylation in aging was suggested in the early 1980s by Wilson and Jones (1983) when they reported a decrease in 5mC content of DNA in late passage fibroblasts. It was argued that genome-wide hypomethylation would lead to random loss of silencing resulting in the inappropriate expression of genes in tissues/cells as an organism aged (Pogribny and Vanyushin 2010). However, it is now obvious that the location of specific 5mC residues in the genome is critical to their impact on gene expression. Only recently has the technology been available to interrogate the whole genome with respect to changes in DNA methylation at specific sites. Furthermore, DNA methylation at 353 CG sites in the human genome has been shown to be a quantitative biomarker of chronological aging (Hannum et al. 2013; Horvath 2013; Weidner et al. 2014). Although these data tell us little about how the changes in DNA methylation impact aging at the molecular level, they provide strong evidence of a link between DNA methylation and aging. Furthermore, studies show that epigenetic dysregulation, specifically DNA methylation, in tissues such as liver and adipose tissue in response to age or inutero malnutrition can potentially lead to physiological and transcriptional changes normally associated with aging (Thompson et al. 2010; Heo et al. 2016).

Over the past 50 years, DR has been shown to extend the lifespan of a wide variety of organisms, ranging from invertebrates to mammals, such as rodents (Weindruch et al. 1986), dogs (Kealy et al. 2002), and nonhuman primates (Colman et al. 2014). DR has also been shown to delay the onset of most age-related diseases and improve most physiological processes that decline with age. An important aspect of DR that has largely been overlooked is that DR can have early effects that create a cellular memory which persists throughout life even when DR is discontinued. Yu et al. (1985) showed that 4.5 months of DR (from 6 weeks to 6 months of age) significantly increased the median (13%) and maximum (10%) lifespan of rats. More recently, Miller’s group studied the effect of restricting food consumption preweaning by increasing litter size 50%, from 8 to 12 mice per litter (Sun et al. 2009). The mice were fed ad libitum (AL) the rest of their life after weaning. Mice raised 12 pups per litter lived 18% longer than the mice raised eight pups per litter. DR has also been shown to alter physiological processes that persist even when DR is discontinued, e.g., insulin sensitivity, which is a hallmark feature of DR. Mice fed DR retained a metabolic memory in terms of improved glucose tolerance after DR was discontinued (Cameron et al. 2012; Selman and Hempenstall 2012).

Because DR has early effects that can lead to increased longevity even when DR is discontinued, we hypothesize that epigenetic changes induced within months after the initiation of DR alter the transcriptome in such a way that physiological functions are modified over the lifespan of an organism, resulting in an increase in lifespan. To test this hypothesis, we first determined whether short-term DR altered gene expression and if these changes persisted when DR was discontinued. Secondly, we used the novel bisulfite amplicon sequencing (BSAS) technology (Masser et al. 2013) to measure DNA methylation in specific CG sites in the promoters of several genes. Our data show that short-term DR alters the transcripts of a large number of genes in various tissues, and ~19–50% of these changes persist in total across the tissues when DR is discontinued. Furthermore, we show that short-term DR significantly alters DNA methylation in the promoter of a gene, *Nts1*, that is correlated with the changes in the expression of the gene induced by DR.

## Methods

### Animals and feeding regiment

Male C57BL/6 mice were purchased from the Jackson laboratory (Bar Harbor, ME) and housed in the animal facility at the University of Oklahoma Health Sciences Center and maintained under SPF conditions in a HEPA barrier environment. The animals were fed irradiated NIH-31 mouse/rat diet from Teklad (Envigo, Madison, WI) until 4 months of age. In the first group of mice, the mice were separated into two dietary regimens at 4 months of age: ad libitum (AL, *n* = 5) and DR (*n* = 10). The DR group was fed 60% of the food consumed by the AL animals for 1 month. After a month of DR, five animals from the DR group were fed AL for 2 months (DR-AL). Mice were then sacrificed and tissues harvested (epididymal white adipose tissue, liver, colon (intestinal mucosa), hypothalamus, and hippocampus), snap frozen in liquid nitrogen, and stored at −80 °C until used. These tissues were used for RNA isolation and RNA-Seq analysis.

In the second set of mice, gene expression and DNA methylation analyses were measured in three groups of mice: 4-month-old mice fed AL (*n* = 5), mice fed DR (60% AL, *n* = 10) for 4 months starting at 4 months of age, and five animals from the DR group that were switched to AL feeding and continued for 5 months (DR-AL). Mice were then sacrificed and tissues harvested, snap frozen in liquid nitrogen, and stored at −80 °C until used. These tissues were used for RNA/DNA co-isolation.

All procedures with mice were approved by the Institutional Animal Care and Use Committee at the University of Oklahoma Health Sciences Center.

### Analysis of transcriptome

Transcriptome analysis was done using strand-specific RNA-Seq technology. For the RNA-Seq analysis, RNA samples were obtained from the animals fed DR for 1 month and then switched to AL for 2 months. Briefly, RNA was isolated from each tissue (epididymal white adipose tissue, liver, colon, hypothalamus, and hippocampus) using the RNeasy kit from Qiagen (Germantown MD, USA). RNA integrity was checked using the Bioanalyzer (Agilent), and only samples with RNA integrity numbers >8 used in either RNA-Seq or qPCR studies. Individual samples from each group were pooled (*n* = 5) for the RNA-Seq analysis and analyzed independently for qPCR. RNA was depleted of ribosomal RNA (Ribozero, Illumina) and used for generation of stranded RNA sequencing libraries, whereby the orientation and originating DNA strand of the RNA are maintained (Illumina Stranded RNA-Seq). Each library was uniquely indexed and then sized and quantified by capillary electrophoresis (TapeStation, Agilent). Libraries were sequenced in a paired-end 75 fashion on an Illumina HiSeq 2000 in rapid run mode. An average of 81.1 ± 9.5 million reads was generated for each library.

Raw fastq files were imported into Strand software (v9.5, Agilent) for trimming, alignment, and statistical analysis. Sequence with a Q score of <30 was discarded, 1 base from the 3′ and 5′, and adaptors sequences was removed. Reads were aligned to mm10 (November 26, 2014) in an orientation-specific fashion and duplicate reads were removed. Data was normalized for each tissue to the AL group for that tissue and quantitation performed with the DESeq algorithm (Anders and Huber 2010). A pairwise *Z* test was used to determine differential expression (*p* < 0.05) with Benjamini-Hochberg correction for the number of genes analyzed. For the *Z* test, reads were normalized by the total number of mapped reads. Assuming read counts to be distributed as Poisson, they were subjected to a square root transformation in an effort to make them nearly normally distributed with a constant variance and subjected to the *Z* test. Differentially expressed genes were further filtered to remove statistically significant changes with a fold change <|1.25|.

### Analysis of specific messenger RNA (mRNA) transcripts (RT-PCR)

The levels of specific mRNA transcripts of candidate genes (*Pomc*, *Crh*, *Hcrt*, *Foxg1*, *CSF2RB*, *Hsph1*, and *Ncoa7*) were measured in the individual samples (*n* = 5/group) with three technical replicates using real-time PCR. Briefly, RNA used for RNA-Seq was used for the RT-PCR analysis. The first-strand complementary DNA (cDNA) was synthesized from 1 μg RNA using random primers (Promega, Madison, WI, USA) and purified using the QIAquick PCR purification kit (Qiagen, Germantown, MD, USA). Expression of the candidate genes was quantified using real-time PCR with predesigned Taqman probes (Thermo Fisher, Waltham, MA, USA). Relative gene expression was quantified as comparative ct analysis using the 2^-ΔΔct^ analysis method with β-actin as endogenous control. One-way ANOVA design with Tukey’s multiple test correction was used to statistically analyze individual samples.

The levels of specific mRNA transcripts of three candidate genes identified from the RNA-Seq data (*Pomc*, *Hsph1*, and *Nts1*) were also measured on individual samples using real-time PCR on RNA samples obtained from animals fed DR for 4 months and then switched to AL for 5 months. RNA was co-isolated with DNA using the All-prep DNA/RNA co-isolation kit from Qiagen (Germantown MD, USA). The first-strand cDNA was synthesized from 1 μg RNA using random primers (Promega, Madison, WI, USA) and purified using the QIAquick PCR purification kit (Qiagen, Germantown, MD, USA). Expression of the genes was quantified using predesigned Taqman probes (Thermo Fisher, Waltham, MA, USA). Relative gene expression was quantified as comparative ct analysis using the 2^-ΔΔct^ analysis method with β-actin as endogenous control. One-way ANOVA design with Tukey’s multiple test correction was used to statistically analyze individual samples.

The assay number for each gene primer kit is as following: Mm00435874_m1 Pomc, Mm01293920_s1 Crh, Mm01964030_s1 Hcrt, Mm02059886_s1 Foxg1, Mm00655745_m1 Csf2rb, Mm00442864_m1 Hsph1, Mm00552797_m1 Ncoa7, Mm00481140_m1 Nts, and Mm02619580_g1 Actb.

### DNA methylation

The analysis of DNA methylation in the promoters of three genes used the second set of animals in which the mice were fed DR for 4 months and then switched to AL for 5 months. DNA/RNA was co-isolated using the All-prep DNA/RNA co-isolation kit from Qiagen (Germantown MD, USA). DNA methylation in the promoter regions of candidate genes (*Pomc*, *Hsph1*, and *Nts1*) was measured using the targeted BSAS technology, which provides highly accurate single-cytosine methylation quantitation in both CG and non-CG contexts. Briefly, genomic DNA was bisulfite converted and PCR amplified using specific primers designed using MethPrimer Express software corresponding to the genes to be analyzed. Primers were designed around sequences covering ~300–600 bp of the 5′ flanking region of each gene. The amplicons were purified and examined individually. Dual-indexed sequencing libraries were then made using the high-throughput tagmentation method [Nextera XT (Quail et al. 2012; Caruccio 2011)] and sequenced at great depth (>1,000×) to provide an accurate and reproducible quantitative analysis of cytosine methylation. Data analysis of the methylomes used workflow developed using Genomics Workbench software (Masser et al. 2013). One-way ANOVA design with Tukey’s multiple test correction was used to statistically analyze total 5mC sites. One-way ANOVA design with Benjamini-Hochberg correction was used to statistically analyze individual 5mC sites.

## Results

### Effect of short-term DR on gene expression

Since the first study by our group in 1987 showing that DR altered the transcription of specific genes (Richardson et al. 1987), there have been a large number of additional studies showing that DR alters the transcription of genes in a variety of tissues (Lee et al. 1999). However, all of the previous studies have measured the effect of DR on the levels of mRNA transcripts after long-term DR, e.g., when mice or rats were relatively old and had been maintained on DR for 1 to 2 years. In other words, there is essentially no information on whether short-term DR alters gene expression. We hypothesized that if DR had a memory effect, DR would alter gene expression within a few months, and the alterations in at least some of the genes would persist when DR was discontinued. To test our hypothesis, we fed male C57BL/6 mice a DR diet (60% AL) for 1 month and then fed them AL for 2 months. We used RNA-Seq analysis as an unbiased approach to compare gene expression in five different tissues (epididymal white adipose tissue, liver, colon, hypothalamus, and hippocampus) from pooled samples of mice fed AL, DR, and DR switched to AL (DR-AL). 

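RNA from liver, epididymal fat, colon, hypothalamus and hippocampus of male C57BL/6 mice was sequenced after 3 diets. Mice in the AL group were fed ad libitum. Mice in the DR group received 60% of the AL food intake for 1 month, starting at 4 months of age. Mice in the DR-AL group came from the DR group and were fed AL for a further 2 months, so that they were 7 months of age when the AL and DR mice were 5 months of age. The change of diet and the difference in age of the DR-AL mice therefore go together. RNA of 5 mice was pooled for each tissue and diet, and each pool gave 1 library, 15 libraries in all. Libraries were prepared after removal of ribosomal RNA with the strand kept, and were sequenced from both ends. According to the methods, the authors trimmed the reads, aligned them to mm10 and removed duplicate reads. They deposited the number of reads counted on each locus, without normalization, together with FPKM values. The counts were used here, on the 23589 loci with a gene name out of 33603 loci. Between 21767088 and 40500130 counts per library fell on these loci, with a median of 26554699. Loci without a gene name took between 0.258% and 1.39% of the counts of a library.
Each DR library and each DR-AL library was compared with the AL library of the same tissue by the Z test that the methods describe. Counts were divided by the total of the library and their square roots were compared on the error expected from counting alone. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.25. Genes with at least 1 count over the 3 libraries of a tissue were tested. With 1 library per tissue and diet, no difference has a replicate check. The test compares 2 libraries, not the diets, and its intervals and limits cover counting error only.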

We chose these tissues because they are some of the most sensitive tissues with respect to changes in the diet. For example, the hypothalamus is the primary organ responsible for sensing changes in food consumption, integrating/coordinating the various signals in response to altered nutrient intake, and relaying this information to tissues throughout the body. It has also been argued that the hypothalamus plays an important role in DR’s antiaging action, e.g., Minor et al. (2011) showed that lesions in the ARC of the hypothalamus blocks the tumor suppression effect of DR and the reduction of fasting blood glucose levels, which are observed in DR mice. DR has been shown to be neuroprotective in the hippocampus by upregulating genes such as BDNF, klotho, and transthyretin (Kishi and Sunagawa 2012; Schafer et al. 2015). DR has also been shown to have a beneficial impact on the white adipose tissue and liver, which are at the crux of energy metabolism, e.g., DR has been shown to improve insulin sensitivity and glucose metabolism via its effect on adipose tissue and liver (Yu et al. 2014). DR also has a significant impact on colon, protecting the tissue from the development of colon cancer (Kumar et al. 1990; Olivo-Marston et al. 2014) and preserving and enhancing the self-renewal capacity of intestinal stem cells by increasing their function and proliferation (Yilmaz et al. 2012). 

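Between the DR and AL libraries, 4872 of 17408 genes tested changed in the liver, 3143 of them up and 1729 down. In epididymal fat, 9299 of 20382 genes changed, 7186 up and 2113 down. In the colon, 3587 of 18242 genes changed, 1650 up and 1937 down. In the hypothalamus, 1364 of 19320 genes changed, 836 up and 528 down. In the hippocampus, 759 of 18804 genes changed, 257 up and 502 down. The numbers depended most on the error allowed between libraries of mice on 1 diet. When that error was estimated for each tissue over its 3 libraries without regard to diet, in a negative binomial test, 74 genes changed in the liver, 1 in fat, 237 in the colon, 164 in the hypothalamus and 38 in the hippocampus. Such an estimate also takes up any effect of the diet. In fat, the median log2 fold change of 17306 genes with a mean of at least 10 counts was 0.24 with counts scaled by the total of the library and 0.05 with DESeq size factors. The share of changed genes that went up in the liver was 64.5% with totals and 50.6% with DESeq size factors. In fat it was 77.3% with totals and 61.2% with DESeq size factors, while FPKM fold changes gave 37.4%. In the hippocampus it was 33.9% with totals and 34.8% with DESeq size factors, while FPKM fold changes gave 67.3%. For FPKM, only the fold change and its direction were replaced, and the adjusted p stayed that of the counts.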

As shown in Fig. 1a, we found a substantial number of mRNA transcripts that were either upregulated or downregulated in expression across the five tissues after only 1 month of DR compared to mice fed AL. More importantly, we observed a large number of these genes in the five tissues continued to remain changed after discontinuing DR and feeding the mice AL for 2 months. For example, ~15–56% of the mRNA transcripts remained upregulated, and ~17–41% of the mRNA transcripts remained downregulated in total in all tissues when DR was discontinued and the mice were fed AL. 

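Between the DR-AL and AL libraries, 5378 genes changed in the liver, 11809 in fat, 2619 in the colon, 2916 in the hypothalamus and 1160 in the hippocampus. Genes changed in the same direction in both comparisons numbered 1061 in the liver, 669 up and 392 down. In fat they numbered 6687, 5551 up and 1136 down. The colon had 1241 such genes, 488 up and 753 down. The hypothalamus had 738, with 371 up and 367 down, and the hippocampus 200, with 110 up and 90 down. Genes that changed in opposite directions in the 2 comparisons numbered 1063 in the liver, 535 in fat, 126 in the colon, 108 in the hypothalamus and 23 in the hippocampus. Both comparisons use the same AL library, and a deviation of that library alone makes genes appear changed in the same direction. Libraries were therefore simulated 20 times with no effect of diet. With counting error only, no gene was persistent in these simulations. With a coefficient of variation of 0.1 between pools, the mean number of persistent genes was 383 in the liver, 561 in fat, 448 in the colon, 554 in the hypothalamus and 497 in the hippocampus. With the variation estimated without regard to diet, which takes up any effect of the diet as well, the mean number was 3521 in the liver, 8492 in fat, 1593 in the colon, 1044 in the hypothalamus and 120 in the hippocampus.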

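The share of persistent genes was computed over all genes changed in that direction in either comparison, with 95% Wilson intervals. Of the 5094 genes upregulated in the liver, 13.1% (12.2 to 14.1) were upregulated in both comparisons. The share was 50.4% (49.4 to 51.3) of 11023 genes in fat and 21.9% (20.2 to 23.7) of 2228 genes in the colon. It was 22.7% (20.7 to 24.8) of 1636 genes in the hypothalamus and 12.2% (10.3 to 14.5) of 899 genes in the hippocampus. Of the 4095 genes downregulated in the liver, 9.57% (8.71 to 10.5) were downregulated in both comparisons. The share was 33.4% (31.9 to 35.0) of 3398 genes in fat, 27.5% (25.9 to 29.2) of 2737 genes in the colon, 19.3% (17.5 to 21.1) of 1906 genes in the hypothalamus and 90 of 820 genes (9.02% to 13.3%) in the hippocampus. Genes that rose in one comparison and fell in the other count in both directions.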

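Over all genes changed in either direction, 48.2% (95% interval 47.3 to 49.0) persisted in epididymal fat. The share was 25.6% (24.4 to 26.9) in the colon, 21.5% (20.1 to 22.9) in the hypothalamus, 13.1% (12.3 to 13.8) in the liver and 11.8% (10.3 to 13.4) in the hippocampus. In libraries simulated with no effect of diet and the variation estimated without regard to diet, the mean share was 49.1% in fat, 24.5% in the colon, 19.7% in the hypothalamus, 35.6% in the liver and 9.00% in the hippocampus. In fat, part of the change was in genes typical of other organs. Genes of testis germ cells were nearly absent from the AL fat library and present in the DR and DR-AL fat libraries, as Prm2 with 43 counts in AL, 3914 in DR and 21083 in DR-AL. Conversely, 83 genes with high expression in the liver stood at a median of 13.5% of their AL liver level in the AL fat library (quartiles 11.3 and 18.0), at 0.140% in the DR fat library and at 0.0322% in the DR-AL fat library. Of the genes persistently upregulated in fat, 28.2% had at most 3 counts in the AL fat library. Of the persistently downregulated genes, 31.8% were enriched in the liver, against 1.96% of all genes tested in fat. Over genes with at least 1 CPM in the AL libraries of the 4 other tissues, 36.1% of the changed genes persisted in fat. Over genes chosen in the same way for each other tissue, 27.8% persisted in the colon, 16.0% in the hypothalamus, 12.4% in the hippocampus and 10.9% in the liver.

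**Figure D1:**
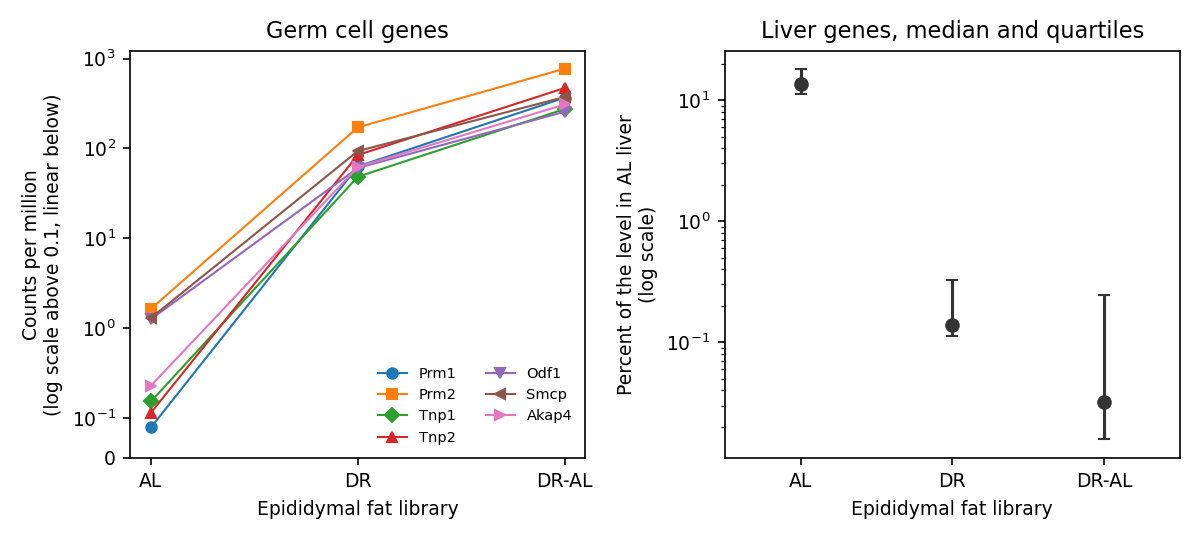
Left, CPM of the 7 germ cell genes in the AL, DR and DR-AL libraries of epididymal fat, on an axis that is logarithmic above 0.1. Right, level of 83 liver genes in the same libraries as a percent of their level in the AL liver library on a logarithmic axis, with points at the medians and bars to the quartiles. Each of the 7 germ cell genes is lowest in AL, where Prm2 has 1.64 CPM against 171 in DR and 771 in DR-AL, and the liver genes fall from 13.5% in AL to 0.140% in DR.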

For some tissues, such as fat, the number of persistent genes was very high (~50%), whereas the liver, colon, hippocampus, and hypothalamus showed ~19–27% changes in gene expression which persisted when the mice were fed AL. Further, when we analyzed the genes found to be persistent even after switching to AL, we found common genes across the tissues (Fig. 1b). As shown in Fig. 1b, we found 93 of the persistent genes to be common among the liver, fat, and colon and 119 of the persistent genes to be common between hypothalamus and hippocampus. 

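Genes persistent in each of liver, fat and colon numbered 56 among the 16609 genes tested in all 3 tissues. Of these, 19 were upregulated in all 3 tissues, 9 were downregulated in all 3 and 28 differed in direction between tissues. In 1000 sets of random gene lists of the same sizes, matched on mean expression, a mean of 25.4 genes was common (95% of the sets 17 to 35) and 0 sets had as many as 56. A mean of 6.02 genes in the random sets (2 to 11) shared the direction in all 3 tissues, against 28. Genes persistent in both hypothalamus and hippocampus numbered 31 among 18389 genes tested. Of these, 14 were upregulated in both, 13 were downregulated in both and 4 differed in direction. The random sets had a mean of 10.3 genes in common (5 to 17), and 0 of 1000 had as many as 31. Among the 13 were the haemoglobin loci Hba-a1 with Hba-a2, listed more than once, and Hbb-b1 with Hbb-b2. Ahsg and Mup20, genes with high expression in the liver, were among them too. Random lists treat genes as independent, so genes that move together can exceed them without an effect of diet. The tissues came from the same pools of mice, so the overlaps do not count separate animals. With a fold change of at least 2 in place of 1.25, 3 genes were common to liver, fat and colon and 4 to hypothalamus and hippocampus. In the negative binomial test with a coefficient of variation of 0.1 between pools, the overlaps were 1 and 3 genes.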

Taken together these data, which are limited because they are from pooled samples, support our hypothesis that DR has a memory effect and could potentially alter gene expression through DNA methylation.

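A gene whose level in the AL library lies apart from that in both other libraries is counted as persistent, whichever library is the unusual one. The count was therefore repeated with the DR library and the DR-AL library as the shared reference. With DR as the reference, 3214 genes changed in the same direction in both other libraries in the liver, 2349 in fat, 1279 in the colon, 369 in the hypothalamus and 209 in the hippocampus. With DR-AL as the reference, the numbers were 3689 in the liver, 7880 in fat, 705 in the colon, 1166 in the hypothalamus and 387 in the hippocampus. In 0 of the 5 tissues did AL as the reference give the most genes. Of the persistent genes, 276 in the liver, 4470 in fat, 186 in the colon, 238 in the hypothalamus and 12 in the hippocampus also changed between the DR and DR-AL libraries. While stating that pooled samples limit the data, the paper proposes that DR has a memory effect and could alter the expression of genes by way of DNA methylation.

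**Figure D2:**
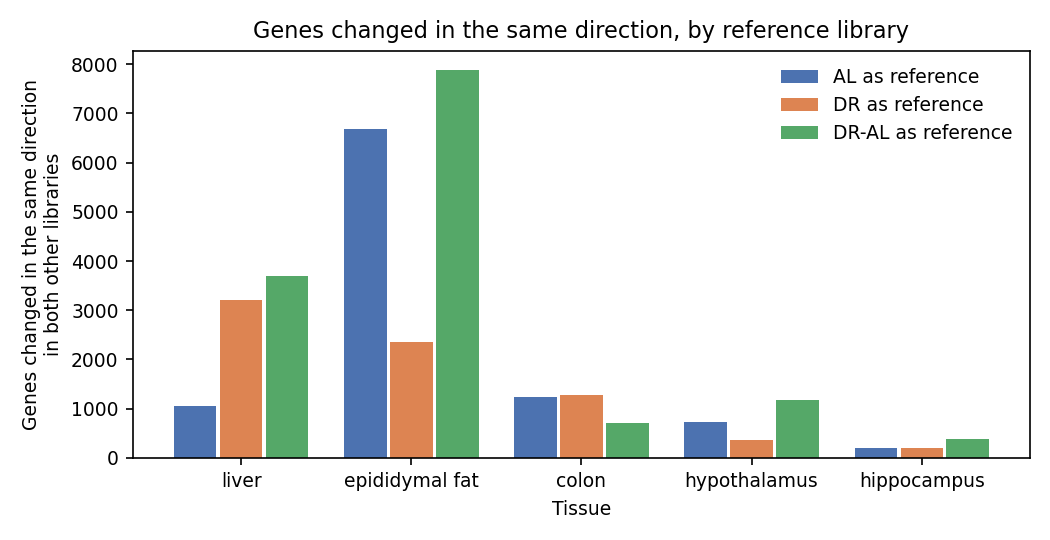
Number of genes changed in the same direction in both other libraries of a tissue, with the AL, DR or DR-AL library as the shared reference. Each library is 1 pool of 5 mice. The AL bar is not the highest of the 3 in any of the 5 tissues, and in fat it lies between 2349 genes with DR and 7880 with DR-AL as the reference.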

**Fig. 1:**
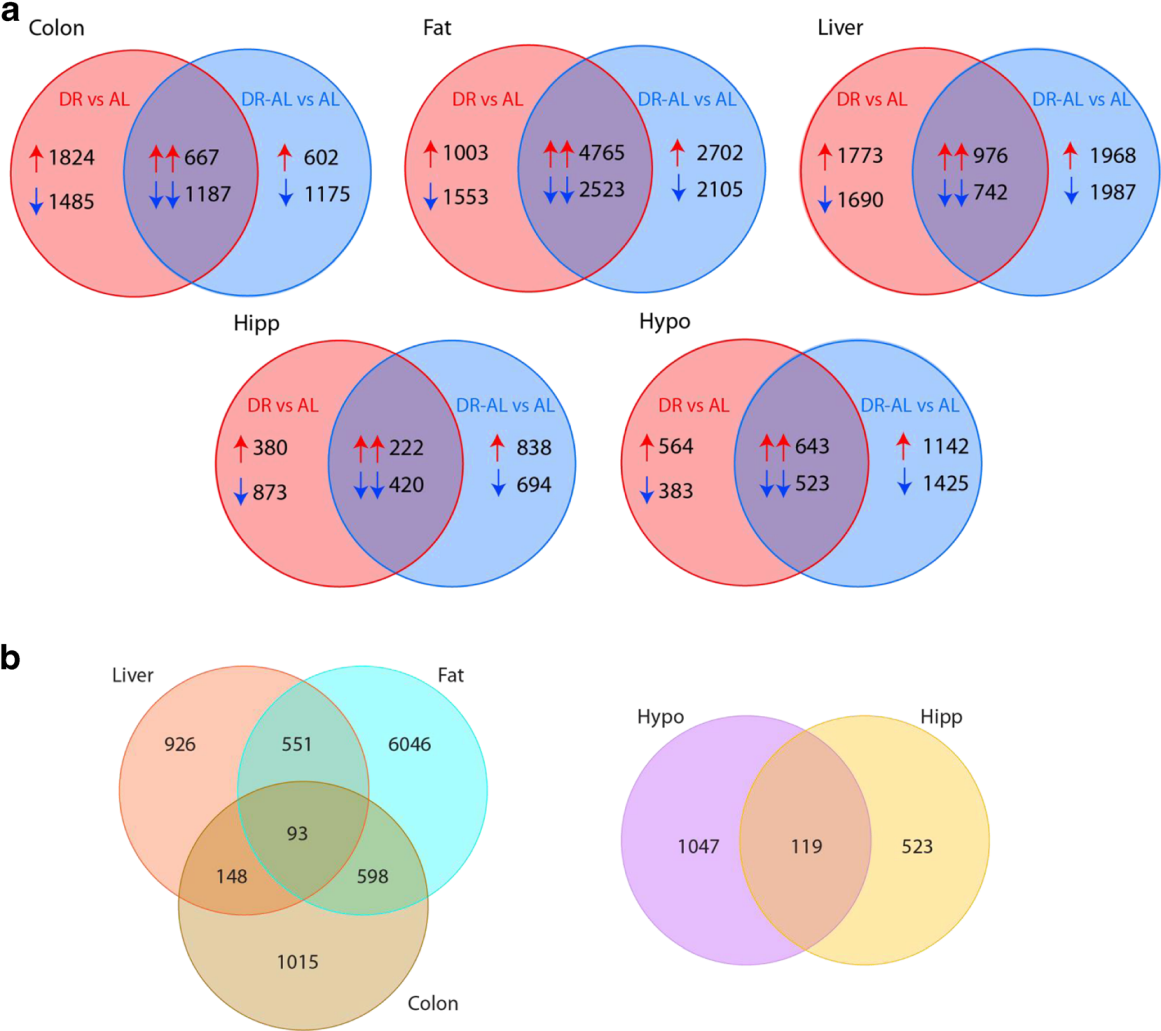
Transcriptome analysis of mice fed DR for 1 month and then switched to AL for 2 months. **a** Total number of genes are shown that were altered with 1 month DR (DR) and persisted after switching DR to AL (DR-AL) both normalized to AL. Data were obtained from pooled samples (*n* = 5/group) using RNA-Seq. The *single arrows* indicate the number of genes upregulated or downregulated in either DR or DR-AL, while the *double arrows* in the region of the *circles* that overlap indicate number of genes that remained upregulated or downregulated when switched to AL (DR-AL). **b** Common genes identified between tissues that showed persistent expression when switched from DR to AL. The genes found in the overlap (from **a)** for each tissue were further analyzed to identify common genes between tissues. Neurological (hippocampus and hypothalamus) and non-neurological (liver, fat, colon) tissues are shown separately. As described in the methods, we statistically compared the data from the pooled samples by normalizing the total mapped reads generated in each condition and transforming them to a normal distribution with constant variance and then analyzing the data with a *Z* test to do pairwise comparisons as hypothesis discovery (fold change >1.25)

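Genes in these libraries that were taken further by real-time PCR included Pomc, Crh, Hcrt and Csf2rb in the hypothalamus and Hsph1 and Ncoa7 in the colon. Coordinates are those of GRCm38, from the GENCODE annotation. Log2 fold changes are of counts scaled to 1 total with a pseudocount of 0.5, with exact Clopper-Pearson 95% intervals for counting error. Pomc, on chromosome 12 from 3954951 to 3960642, had 2980 counts in AL, 1052 in DR and 708 in DR-AL. Its log2 fold change was -1.64 (-1.75 to -1.54) in DR and -2.15 (-2.27 to -2.03) in DR-AL. Hcrt, on chromosome 11 from 100761069 to 100762931, had 679 counts in AL, 1705 in DR and 4346 in DR-AL, and its log2 fold change rose from 1.19 (1.06 to 1.32) to 2.60 (2.49 to 2.72). Crh, on chromosome 3 from 19693401 to 19695396, had 50 counts in AL and 77 in DR, a log2 fold change of 0.48 (-0.05 to 1.02) that did not pass the test. With 258 counts in DR-AL, its log2 fold change of 2.28 (1.85 to 2.76) did. Csf2rb, on chromosome 15 from 78325752 to 78353847, had 53, 58 and 36 counts and did not pass the test in either comparison, with log2 fold changes of -0.01 (-0.57 to 0.55) and -0.62 (-1.28 to 0.01). With the FPKM values and a pseudocount of 0.1, the first of these was 0.05. Its paralog Csf2rb2, with which it could share reads, had 33, 123 and 161 counts and log2 fold changes of 1.74 (1.19 to 2.36) and 2.20 (1.67 to 2.80).
In the colon, Hsph1, on chromosome 5 from 149614287 to 149636376, had 481 counts in AL, 1417 in DR and 2003 in DR-AL. Its log2 fold change was 1.23 (1.08 to 1.38) in DR and 2.14 (2.00 to 2.29) in DR-AL. Ncoa7, on chromosome 10 from 30628999 to 30803326, had 4727, 1290 and 1546 counts, with log2 fold changes of -2.20 (-2.30 to -2.12) and -1.53 (-1.61 to -1.44). The reference gene Actb changed by -0.03 and -0.18 in the hypothalamus and by 0.09 and 0.20 in the colon. The hypothalamus libraries also differed in genes of neighbouring regions. A list of 9 genes of telencephalic excitatory neurons had a median log2 fold change of 1.73 in DR and 1.54 in DR-AL, and 5 genes of the arcuate nucleus other than Pomc had medians of -0.18 and -1.48.

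**Figure D3:**
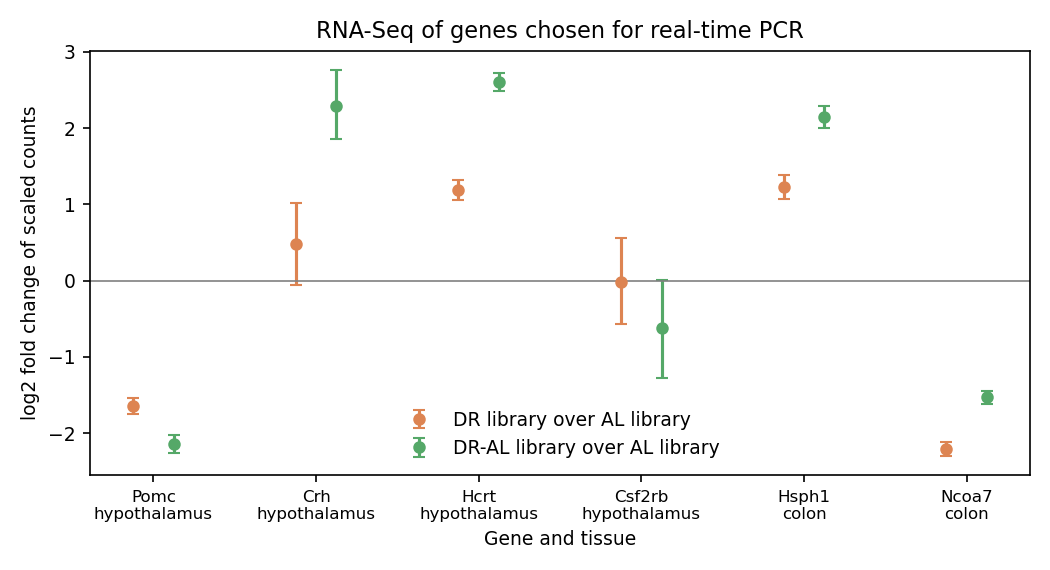
Log2 fold change of these 6 genes in the DR library and the DR-AL library over the AL library of the same tissue, with bars for the exact 95% intervals of counting error. Pomc and Ncoa7 lie below 0 in both libraries, Hcrt and Hsph1 lie above 0 in both, and the intervals of Crh in DR, at 0.48, and of Csf2rb in both libraries include 0.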

To confirm the changes in expression in individual samples (*n* = 5), we measured the expression of a subset of seven genes that showed significant differences in their expression (from RNA-Seq data) using real-time PCR (Fig. 2). It should be noted that there are other genes that fit these parameters; however, these genes were selected because they showed robust changes with short-term DR and might play a role in the mechanism of DR. 

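Other persistent genes were ranked by the smaller of their 2 absolute log2 fold changes, among genes with a mean of at least 100 counts over the 3 libraries. In the hypothalamus, Slc30a3 rose from 21 counts in AL to 277 in DR and 152 in DR-AL, with log2 fold changes of 3.55 (2.94 to 4.29) and 2.76 (2.12 to 3.52). Lypd8 fell most beside Pomc, from 278 counts to 14 and 10. It is a colon gene with 394909 counts in the AL colon library, and 79 colon genes stood at a median of 0.0848% of their colon level in the AL hypothalamus library against 0.0107% in DR and 0.0126% in DR-AL. In the colon, Rfx2 and Hk2 rose most. Hk2 had 4013 counts in AL, 12436 in DR and 9619 in DR-AL, with log2 fold changes of 1.30 (1.25 to 1.35) and 1.35 (1.29 to 1.40), and Rfx2 rose from 90 counts to 339 and 376, with log2 fold changes of 1.58 (1.24 to 1.93) and 2.14. Reg3b fell from 5106 counts to 191 and 320, and Reg3g from 1148 counts to 81 and 141. These paralogs could share reads. In the hippocampus, Fosb rose by 1.07 (0.87 to 1.27) and 0.97 (0.76 to 1.19) on the log2 scale and Bves by 0.79 (0.47 to 1.12) and 0.78 (0.45 to 1.13). The 2 genes that fell most there were the merged haemoglobin loci, Hba-a1 with Hba-a2, from 1076 counts to 417 and 314, and Hbb-b1 with Hbb-b2, from 539 counts to 212 and 164.
In the liver, LOC100048884 and Mup1 had 0 counts in AL. LOC100048884 had 1472 counts in DR and 1883 in DR-AL, with lower limits of the exact 95% intervals at 453-fold and 515-fold, and Mup1 had 322 and 3099 counts. Mup1 has near-identical copies, so its counts depend on how reads were shared among them. The locus of LOC100048884 is numbered between those of Mup1 and Mup20, so the same may hold for LOC100048884 and its lower limits. Selenbp2 fell from 3907 counts to 235 and 913, and Hsd3b5 from 2042 counts to 487 and 96. Both have close paralogs. In fat, Spata21 and Tuba3b rose most, from 0 counts each in AL to 799 and 706 counts in DR and 5660 and 5031 counts in DR-AL. Serpina1e, with 18294 counts in AL, 11 in DR and 25 in DR-AL, and Mup20, with 30950, 10 and 44 counts, fell most. In the AL fat library, Mup20 stands at 12.5% of its level in the AL liver library.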

In the hypothalamus, we found that the expression of *Pomc* (proopiomelanocortin) was reduced over 65%, while the expression of *Crh* (corticotrophin releasing hormone), *Hcrt* (hypocretin), *Foxg1* (forkhead box G1), and *Csf2rb* (colony stimulating factor 2 receptor beta) were increased twofold to eightfold after 1 month of DR. In the colon, we observed a twofold increase in the expression of *Hsph1* (heat shock protein family H member 1) and a ~50% decrease in the expression of *Ncoa7* (nuclear coactivator 7). More importantly, we found that the changes in expression (either up or down) induced by 1 month of DR were maintained after feeding the mice AL for 2 months. In fact, several of the genes showed an even greater change in expression when switched to AL. As seen in Fig. 2, all genes shown to increase with DR in the hypothalamus (*Hcrt*, *Crh*, *Foxg1*, *Csf2rb*) and colon *(Hsph1*) demonstrated an even greater increase in the level of expression when switched to AL, exhibiting a further twofold to sevenfold increase in expression.

**Fig. 2:**
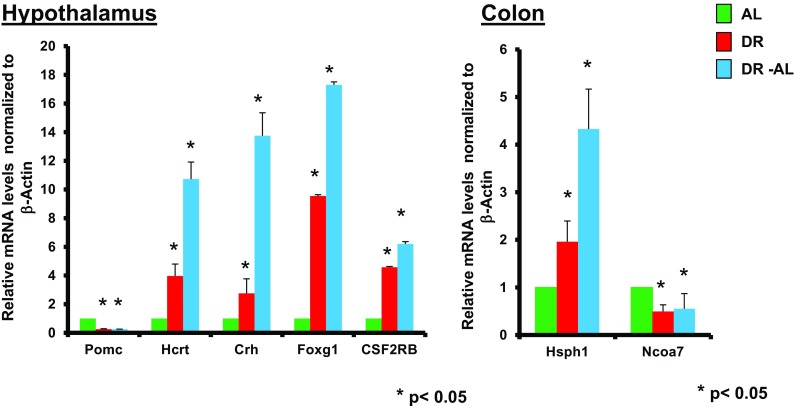
Expression levels of specific mRNA transcripts in tissues from mice fed DR for 1 month (DR) and then switched to AL for 2 months (DR-AL). The expression of seven of the genes (*Pomc*, *Crh*, *Hcrt*, *Foxg1*, *CSF2RB*, *Hsph1*, and *Ncoa7*) in hypothalamus and colon that showed significant alterations through the RNA-Seq measurements were confirmed using real-time PCR. The levels of the mRNA transcripts are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction. The *asterisk* indicates that the values for the DR and DR-AL mice are significantly different (*P* < 0.05) from the AL mice

### Effect of DR on DNA methylation of specific genes

Because the data in Figs. 1 and 2 show that short-term DR can alter the expression of specific genes by a mechanism that persisted after the mice were returned to AL feeding, we measured the expression and DNA methylation in the promoter region of three specific genes in either the hypothalamus (*Pomc*) or colon (*Hsph1* and *Nts1*) in a second group of animals: mice fed either AL, DR for 4 months, or DR for 4 months and then AL for 5 months (DR-AL). We measured DNA methylation using the BSAS assay, which gives high quantitative accuracy and reduced technical variance because of the ultra-deep level of sequencing the assay provides (Masser et al. 2013). Using BSAS assay, we measured the DNA methylation status of cytosines, in both CG and CH (where H is either A, T, or C) contexts, found in the cis-acting elements of the promoter regions of candidate genes whose expression was found to be significantly altered by DR and remained altered when DR was discontinued; two genes in the colon (*Hsph1* and *Nts1*) and one gene in the hypothalamus (*Pomc*).

We first measured the expression and methylation status of the *Pomc* promoter in the hypothalamus. Pomc is expressed by the Pomc neurons of the arcuate nucleus of the hypothalamus (Woods et al. 2008). Its expression has been shown to be regulated by DNA methylation, e.g., overfeeding and high fat feeding have been shown to result in hypermethylation and reduced expression of the *Pomc* gene in the hypothalamus (Plagemann et al. 2009; Marco et al. 2013), and obese men who regain weight after stopping dieting show hypermethylation of the promoter of the *Pomc* gene (Crujeiras et al. 2013). As shown in Fig. 3a, *Pomc* mRNA levels were significantly reduced by 4 months of DR, which is similar to what we observed after 1 month of DR (Fig. 2). However, in contrast to what we observed after 2 months of feeding AL (Fig. 2 **)**, *Pomc* mRNA levels rebounded to levels similar to that observed in mice fed AL when the DR mice were fed AL for 5 months. We analyzed the methylation status of the CG and CH sites found in the 5′-flanking region (560 bp region) of the *Pomc* promoter (Fig. 3b, c). Although we observed a high level of total CG and CH methylation, we did not observe any significant difference in total DNA methylation in this region of the *Pomc* promoter between the DR and DR-AL groups compared to their AL counterparts. The 560 bp region of the *Pomc* promoter studied has 22 individual CG sites and 136 individual CH sites, and Fig. 4 shows the level of methylation at each of the 22 CG sites. Again, we observed no significant differences in the level of methylation at any of the 22 CG sites (Fig. 4) and 136 CH sites (data not shown) between the three groups studied (AL, DR, and DR-AL). Thus, the changes in *Pomc* expression induced by DR do not arise from changes in the methylation status in the 560 bp region of the *Pomc* promoter.

**Fig. 3:**
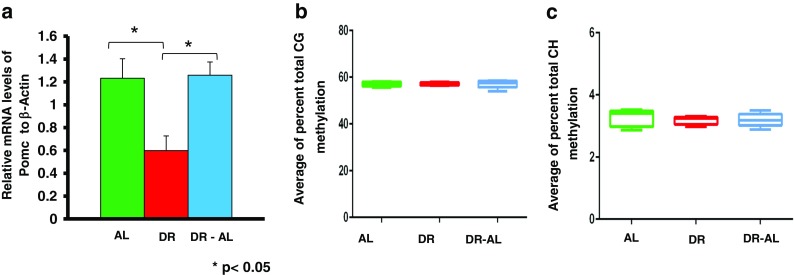
Effect of DR on DNA methylation and expression of *Pomc* gene in hypothalamus from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** Expression of *Pomc* mRNA measured using real-time PCR. **b** The percent of total CG methylation in the 560 bp promoter of the *Pomc* gene as measured by BSAS are shown as box plots. **c** The percent of total CH methylation in the 560 bp promoter of the *Pomc* gene as measured by BSAS are shown as box plots. The mRNA expression data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction. The DNA methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction for the total 5mC sites. The *asterisk* indicates that the values for the DR and DR-AL mice are significantly different (*P* < 0.05) from the AL mice

**Fig. 4:**
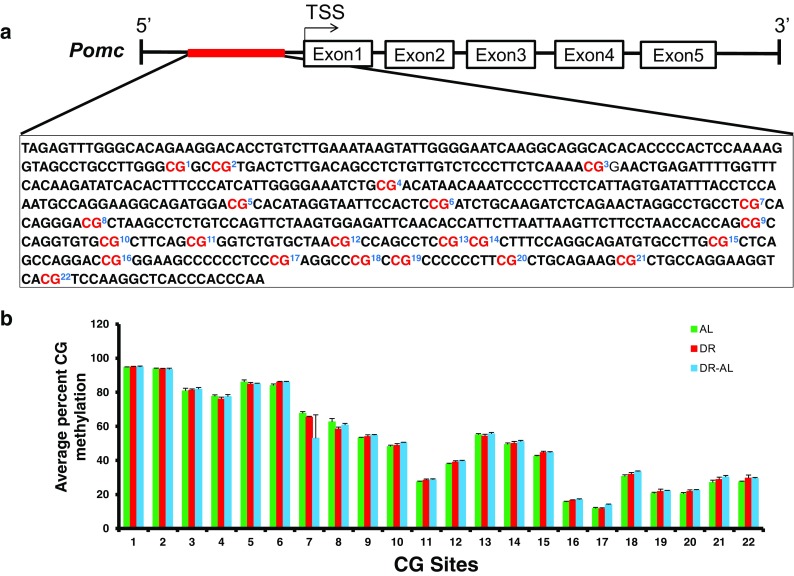
Effect of DR on the methylation of specific cytosines in the promoter of the *Pomc* gene in the hypothalamus from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** The location of the 22 CG sites in the 560 bp of 5′ flanking region of the *Pomc* gene. **b** The level of cytosine methylation at the 22 CG sites. The methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Benjamini-Hochberg correction for the individual sites

We next studied the *Hsph1* gene in the colon because *Hsph1* expression was significantly increased with DR, and the increase was even more pronounced when the diet was switched from DR to AL (Fig. 5a). We analyzed the methylation status of the CG/CH sites found in the ~342 bp region of the promoter (Fig. 5b, c). We found a high level of CG and CH methylation in the promoter region, but there was no significant difference in total DNA methylation between the groups. We also measured the methylation of the 5 specific CG sites and 63 CH sites in the ~342 bp region of the *Hsph1* promoter (Fig. 6). Neither CG sites nor CH sites (data not shown) showed any significant difference in methylation between the three groups of mice. Therefore, the methylation of the CG/CH sites in this region of the *Hsph1* promoter is not involved in the increased expression of the *Hsph1* gene induced by DR.

**Fig. 5:**
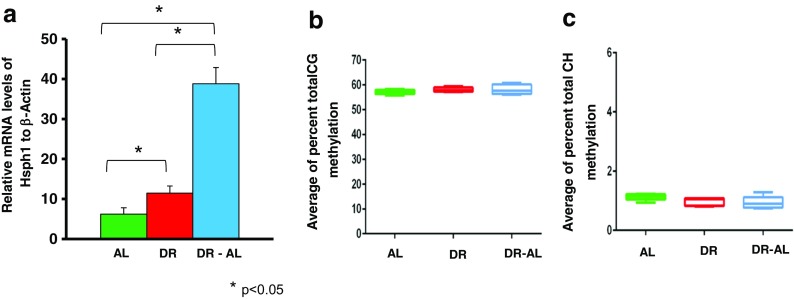
Effect of DR on DNA methylation and expression of *Hsph1* gene in the colon from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** Expression of *Hsph1* mRNA measured using real-time PCR. **b** The percent of total CG methylation in the 342 bp promoter of the *Hsph1* gene as measured by BSAS are shown as box plots. **c** The percent of total CH methylation in the 342 bp of the promoter of the *Hsph1* gene as measured by BSAS are shown as box plots. The mRNA expression data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction The DNA methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction for the total 5mC sites. The *asterisk* indicates that the values for the DR and DR-AL mice are significantly different (*P* < 0.05) from the AL mice

**Fig. 6:**
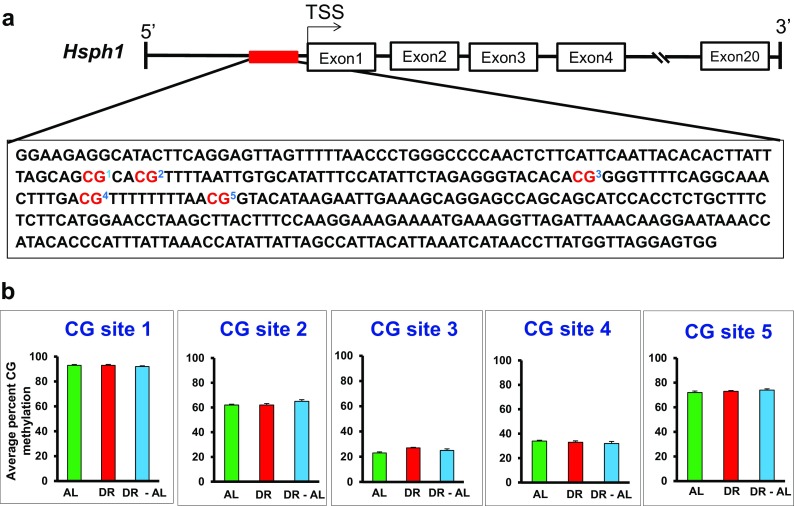
Effect of DR on the methylation of specific cytosines in the promoter of the *Hsph1* gene in the colon from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** The location of the 5 CG sites in 342 bp of 5′-flanking region of the *Hsph1* gene. **b** The level of cytosine methylation at the 5 CG sites. The methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Benjamini-Hochberg correction for the individual sites

We next looked at the expression and methylation status of the *Nts1* gene in the colon. Nts1 expression has been shown to be differentially regulated in human colon cancer cell lines by changes in DNA methylation (Dong et al. 2000). As shown in Fig. 7a, DR increased the expression of *Nts1* after 4 months of DR, and *Nts1* expression continued to show an increasing trend even when DR was discontinued for 5 months. Interestingly, we found significant differences in the total CG methylation in the 5′-flanking region of the *Nts1* gene, i.e., the 397 bp region of the promoter overlapping the TSS and 5′-end of exon1, which contains the distal AP-1 consensus site (Fig. 7b). The overall DNA methylation in the *Nts1* promoter region was significantly reduced (~14% percent decrease) by DR. The hypomethylation persisted even when DR was discontinued and was correlated with *Nts1* mRNA expression. The total CH methylation remained unaltered after DR (Fig. 7c). The data in Fig. 8 shows the methylation of the 3 CG sites found in the 397 bp region of the *Nts1* promoter. All three sites showed hypomethylation with DR, and this hypomethylation persisted even when DR was discontinued. The percent decrease in DNA methylation ranged from 12 to 16% with DR and 22–32% when switched to AL. This decrease in methylation was significant for CG sites 1 and 3, the two sites with the highest level of methylation in the AL mice. No significant difference was observed in methylation in any of the 75 CH sites in the 5′-flanking region of the *Nts1* gene (data not shown).

**Fig. 7:**
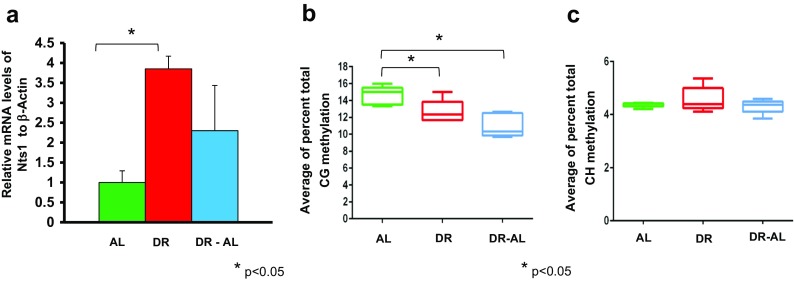
Effect of DR on DNA methylation and expression of *Nts1* gene in the colon from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** Expression of *Nts1* mRNA measured using real-time PCR. **b** The percent of total CG methylation in the 397 bp promoter of the *Nts1* gene as measured by BSAS are shown as box plots. **c** The percent of total CH methylation in the 397 bp promoter of *Nts1* gene as measured by BSAS are shown as box plots. The mRNA expression data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction. The DNA methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction for the total 5mC sites. The *asterisk* indicates that the values for the DR and DR-AL mice are significantly different (*P* < 0.05) from the AL mice

**Fig. 8:**
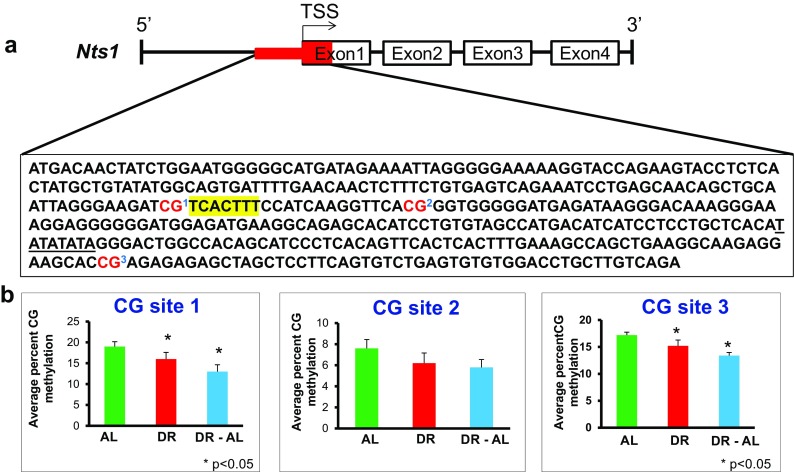
Effect of DR on the methylation of specific cytosines in the promoter of the *Nts1* gene in the colon from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** The location of the 3 CG sites in 397 bp of 5′-flanking region overlapping TSS of the *Nts1* gene. The distal AP-1 consensus site is *highlighted* and the TATA box is *underlined*. **b** The level of cytosine methylation at the 3 CG sites. The methylation data are the mean ± SEM of five mice per group and were statistically analyzed by one-way ANOVA with Benjamini-Hochberg correction for the individual sites. The *asterisk* indicates that the values for the DR and DR-AL mice are significantly different (*P* < 0.05) from the AL mice

Because we observed that DR induced changes in the methylation status of the *Nts1* promoter in the colon correlated with the increased expression of *Nts1* mRNA, we measured the expression and DNA methylation of the *Nts1* gene in the hypothalamus. *Nts1* is a neuropeptide first identified in the hypothalamus (Carraway and Leeman 1973). *Nts1* did not show any significant difference in its expression in the hypothalamus of AL, DR, and DR-AL mice (Fig. 9a). Although the *Nts1* gene promoter has a high level of methylation in the hypothalamus when compared to colon, neither the total CG/CH methylation nor the methylation of individual CG sites showed a significant difference between the three groups studied (Figs. 9 and 10).

**Fig. 9:**
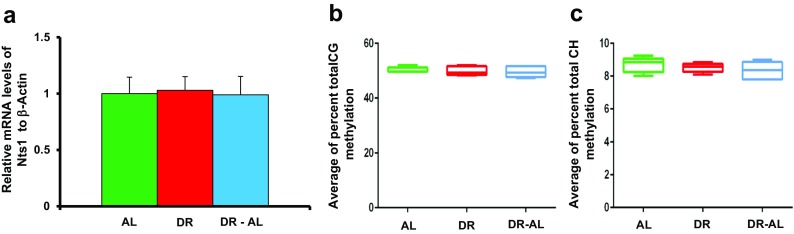
Effect of DR on DNA methylation and expression of *Nts1* gene in the hypothalamus from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** Expression of *Nts1* mRNA measured using real-time PCR. **b** The percent of total CG methylation in the 397 bp promoter of *Nts1* gene as measured by BSAS are shown as box plots. **c** The percent of total CH methylation in the 397 bp promoter of *Nts1* gene as measured by BSAS are shown as box plots. The mRNA expression data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction. The DNA methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Tukey’s multiple test correction for the total 5mC sites

**Fig. 10:**
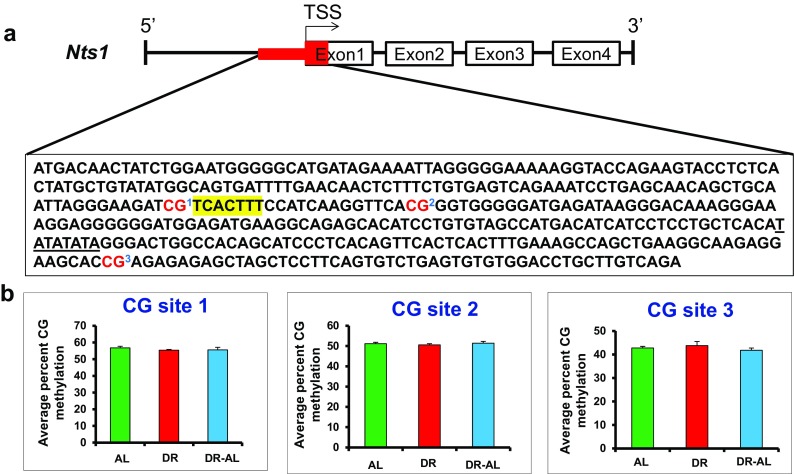
Effect of DR on the methylation of specific cytosines in the promoter of the *Nts1* gene in the hypothalamus from mice fed either AL, DR for 4 months (DR), or switched from DR to AL for 5 months (DR-AL). **a** The location of the 3 CG sites in 397 bp of 5′ flanking region overlapping TSS of the *Nts1* gene. The distal AP-1 consensus site is *highlighted* and TATA box is *underlined*. **b** The level of cytosine methylation at the 3 CG sites. The methylation data are the mean ± SEM of data from five mice per group and were statistically analyzed by one-way ANOVA with Benjamini-Hochberg correction for the individual sites

## Discussion

It is becoming increasingly apparent that environmental/nutritional factors can induce epigenetic changes (e.g., DNA methylation and histone modification), which can potentially result in long-term changes in gene expression and therefore the function of cells and tissues in an organism. Recent studies have generated a great deal of interest in the possible role that DNA methylation might play in human aging, e.g., several groups showed that DNA methylation at specific CG sites was a quantitative chronological biomarker of human aging (Hannum et al. 2013; Horvath 2013; Weidner et al. 2014), and Melov’s group showed that changes in DNA methylation occurred at a number of genomic loci with age in human skeletal muscle that appeared to be associated with changes in gene expression (Zykovich et al. 2014). Because DR is the most studied manipulation to increase longevity and retard aging in animals ranging from invertebrates to mammals, it is not surprising that epigenetics has been proposed to play a role in the antiaging mechanism of DR (Li et al., 2011). The observations that short-term DR can increase the lifespan of mice (Yu et al. 1985; Sun et al. 2009) as well as biological functions such as insulin sensitivity (Cameron et al. 2012; Selman and Hempenstall 2012) demonstrate that DR has a “memory” effect that can persist even after DR is discontinued, a hallmark characteristic of an epigenetic mechanism.

Currently, there are only limited data on the effect of DR on DNA methylation. In an early study, Hass et al. (1993) used restriction enzymes to compare the methylation in the *Ras* gene of pancreatic acinar cells from old AL and DR rats. They stated (no data were provided) that the DNA of the *Ras* gene was hypomethylated in the cells from rats fed AL compared to DR rats and was correlated with the increased expression of the *Ras* gene in the DR rats. Chouliaras et al. (2011) reported that DR attenuated the age-related changes in a DNA methyltransferase (Dnmt3a) in the hippocampus of mice, though we have recently demonstrated a lack of Dnmt3a regulation with aging in the hippocampus (Hadad et al. 2016). Two recent studies suggest that DR can alter DNA methylation. Li et al. (2010) reported that glucose restriction in WI-38 cells induced lifespan extension and decreased expression of p16, which were correlated to an increase in DNA methylation and decreased active chromatin markers (e.g., acetyl-H3, acetyl-H4, and dimethyl-H3) in the *p16* promoter region which was identified as putative E2F-1 binding site an active transcription factor of p16. Kim et al. (2016) showed that 4 weeks of DR in old rats resulted in >100,000 differentially methylated regions in DNA from the kidney using the MeDIP-Seq assay, which provides a relative, not absolute quantitation of 5mC levels. While this study showed that methylation in promoter and intron regions decreased in old rats and were increased in old DR rats, these changes in DNA methylation induced by DR altered were not correlated with the expression of any specific genes, i.e., the functional consequences of these changes in DNA methylation are not known.

We rationalized that if epigenetics plays a role in DR’s mechanism of action, short-term DR should alter the transcriptome in a variety of tissues and the changes in the expression of at least some genes would persist when DR is discontinued and animals are fed AL. 

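Over the genes changed by DR alone, the persistent share was 71.9% (95% interval 71.0 to 72.8) in fat, 54.1% (51.5 to 56.7) in the hypothalamus, 34.6% (33.1 to 36.2) in the colon, 26.4% (23.3 to 29.6) in the hippocampus and 21.8% (20.6 to 23.0) in the liver. In the simulations with no effect of diet and a coefficient of variation of 0.1 between pools, between 25.8% and 27.3% of the genes changed by DR were persistent in the 5 tissues, since both comparisons share the AL library. With the variation estimated without regard to diet, which takes up any effect of the diet, the simulated share was 59.4% in fat, 32.8% in the hypothalamus, 39.0% in the colon, 16.1% in the hippocampus and 50.1% in the liver.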

Using RNA-Seq, we showed that within 1 month of DR, there were changes in the expression of a large number of genes in all five tissues studied, and more importantly, we found that ~19–50% of these changes persisted in total when DR was discontinued and the animals were fed AL for 2 months. This is the first study to show that major changes in the transcriptome occurred within a month of DR, and that many of the changes in gene expression induced by DR were maintained when mice are returned to AL feeding.

We next determined whether short-term DR (4 months) altered DNA methylation in specific promoter regions that would persist after switching mice to AL for 5 months and whether the changes in methylation would correlate to changes in gene expression. We measured the methylation in the 5′ flanking regions (400–560 bp of the promoters) adjacent to the transcription start site and the 5′-end of exon1 of three genes using the BSAS assay, which allowed us to absolutely quantify methylation with base-specific resolution. We first focused on the *Pomc* gene in the hypothalamus because the hypothalamus is the primary organ responsible for sensing changes in food consumption, integrating/coordinating the various signals in response to altered nutrient intake, and relaying this information to tissues in the whole body (Woods et al. 2008; Dacks et al. 2013) and because the expression of Pomc in response to nutritional manipulations has been shown to be regulated by DNA methylation (Plagemann et al. 2009; Marco et al. 2013). We did not observe any significant change with DR in any of the 22 CG sites or in the 136 CH sites in the 560 bp promoter region of the *Pomc* gene. This region of the *Pomc* promoter contained the CG sites that had been previously shown to be altered by nutritional manipulations (Plagemann et al. 2009; Crujeiras et al. 2013; Marco et al. 2013). Therefore, it is possible that DR does not affect DNA methylation in the hypothalamus as do other nutritional manipulations. It is also possible that DNA methylation in the *Pomc* promoter was altered by DR only in the cells in the arcuate nucleus, the region of the hypothalamus that expresses Pomc, because these cells would make up a small minority of the cells in the whole hypothalamus, and therefore, changes in methylation might be masked by the majority of other cells that do not express Pomc.

We also measured DNA methylation of two genes in the colon (intestinal mucosa) from mice fed DR: *Hsph1* and *Nts1*. Again, we found no effect of DR on methylation of any of the 5 CG sites or the 63 CH sites in the *Hsph1* promoter, even though DR induced Hsph1 expression ~twofold. In contrast, we observed a decline in DNA methylation at the 3 CG sites in the *Nts1* promoter, encompassing the distal AP-1 consensus site, which was inversely correlated with increased Nts1 mRNA levels. A significant (~12–16%) percent decrease in DNA methylation was observed in two of the three sites, and the percent decreased methylation was more pronounced (~22–32%) after the DR mice were fed AL for 5 months. In contrast, DR had no effect on either Nts1 expression or the methylation of the *Nts1* promoter in the hypothalamus. Thus, we observed a strong correlation between the changes in DNA methylation in the *Nts1* promoter and the expression of Nts1 suggesting that the changes in Nts1 expression induced by DR in the colon occurs at least partially through alterations in DNA methylation. It is important to note that Dong et al. (2000) showed hypomethylation of the *Nts1* promoter at the same 3 CG sites induced Nts1 expression in KM12C cells, whereas hypermethylation of these 3 CG sites silenced the *Nts1* gene in the KM20 cell line. These data demonstrate, as expected, DR has a tissue and gene specific epigenetic effect.

The mucosa cells we isolated from the colon are composed mostly of epithelial cells, which are continuously renewed every 4 to 5 days. Therefore, it is likely that the changes in DNA methylation induced by DR occur in the stem cells that reside in the crypt base of the intestinal glands and give rise to the epithelial cells. In line with this concept is the report by Sheaffer et al. (2014) showing that DNA methylation is required for the control of intestinal stem cell differentiation and that loss of DNA methylation, which was achieved by conditional ablation of *Dnmt1* in the intestine, leads to intestinal crypt expansion by delaying differentiation and increasing the proliferative capacity of stem cells. Interestingly, Yilmaz et al. (2012) showed that short-term (~6 months) DR (60% AL) enhanced the proliferative and self-renewal capacity of the intestinal stem cells in mice but reduced the number of differentiated cells. Although Yilmaz et al. (2012) did not explore the potential mechanism(s) behind this shift in intestinal stem cells, changes in DNA methylation induced by DR in the *Nts1* gene could be important because Nts1 is a gut tridecapeptide that acts as a potent cellular mitogen (Wang et al. 2006). Thus, the increased expression of Nts1, which we have observed, could play a role in the ability of DR to enhance the proliferation and reduce differentiation of intestinal cells observed by Yilmaz et al. (2012). These changes in proliferation and differentiation would be predicted to preserve and increase the intestinal stem cell pool in the DR mice.

In summary, our data are consistent with the view that DNA methylation plays a role in the memory effect observed in DR. The expression of Nts1 induced by short-term DR in the colon was strongly correlated with methylation at specific CG sites within the promoter of *Nts1* gene, e.g., methylation was decreased by DR and remained reduced when the mice were fed AL for 5 months, and DR had no effect on either Nts1 expression or DNA methylation in the promoter of the *Nts1* gene in the hypothalamus. Thus, our data are consistent with the possibility that short-term DR can induce changes in DNA methylation at specific CG sites in the promoter of a gene that persists after DR is discontinued and are correlated with changes in the expression of that gene. In addition, our data suggest that the changes in Nts1 expression might be functionally important by playing a role in preservation of the intestinal stem cell pool. Our data also show that the effect of DR on DNA methylation is both gene and tissue specific. In other words, the changes in DNA methylation induced by DR most likely do not involve changes in the total levels/activities of proteins involved in DNA methylation, e.g., DNA methyltransferases and demethylases such as TET methylcytosine dioxygenases. Thus, our data demonstrate the need for investigators to quantify methylation with base specificity/single-base resolution throughout the genome of various tissues when evaluating the role of DNA methylation in the biological mechanism of DR.

How the deposited data were processed for this re-analysis (not part of the article)

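RNA-Seq was carried out on liver, epididymal fat, colon (intestinal mucosa), hypothalamus and hippocampus of male C57BL/6 mice fed AL, fed DR for 1 month, or fed DR for 1 month and then AL for 2 months. Each tissue and diet gave 1 library from RNA pooled from 5 mice, 15 libraries in all. The AL and DR mice were 5 months of age and the DR-AL mice 7 months, so diet and age cannot be separated in DR-AL. The real-time PCR and bisulfite sequencing measurements, on individual samples, were not analysed here.

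The authors deposited 1 table with 30 columns of values, a count and an FPKM value for each locus in each of the 15 libraries. All 30 columns were used. According to the methods, the authors trimmed reads of low quality, aligned them to mm10 with Strand software, kept the strand, removed duplicate reads, and quantified genes with the DESeq algorithm after normalization to the AL group of each tissue. The deposited counts are whole numbers whose totals differ between libraries, without that normalization. The deposited FPKM values are scaled by transcript length and by the fragments of the library, and how the authors scaled them between libraries is not stated in the paper's text. The locus identifiers are of a kind that merged transcript assemblies use, and 677 of the 33603 loci carry more than 1 gene name. Of 21348 gene symbols that match the GENCODE M21 annotation of GRCm38, 21226 lie on the same chromosome in the table and 2905 (13.6%) overlap the annotated position. The positions in the table are therefore not those of mm10, and the coordinates printed here are those of GENCODE M21 on GRCm38.

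From the counts, the Z test of the methods was computed for DR against AL and DR-AL against AL in each tissue. Counts on loci with a gene name were divided by their total, square roots were taken, and the variance was that of a Poisson count. A gene was changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.25 in either direction. Genes with at least 1 count over the 3 libraries of a tissue were tested, and a gene changed in the same direction in both comparisons was called persistent. The persistent share is taken over the genes changed in either comparison. Log2 fold changes use counts scaled to the mean total of the tissue and a pseudocount of 0.5, and CPM are such counts scaled to the usual common total per library. Intervals are 95% Wilson intervals for shares of genes and exact Clopper-Pearson intervals for ratios of counts, and a count of 0 allows up to 3 counts.

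Because both comparisons share the AL library, 20 sets of libraries per tissue were simulated with no effect of diet. The simulations used counting error only, a biological coefficient of variation of 0.1, or the common dispersion that edgeR estimated over the 3 libraries of a tissue without regard to diet. The last was a coefficient of variation of 0.312 in the liver, 0.762 in fat, 0.164 in the colon, 0.124 in the hypothalamus and 0.0703 in the hippocampus, and it includes any effect of diet. Persistent genes were also counted with DR or DR-AL as the shared reference. Overlaps between tissues were set against 1000 sets of random lists of the same sizes, matched on mean expression in 20 bins.

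The 27 gene lists for cell types, regions and responses were fixed before the data were examined. The median log2 fold change of a list was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. Genes printed in the text are those the paper names, the 2 persistent genes per tissue and direction with the largest changes in both comparisons among genes with a mean of at least 100 counts, members of the lists, and Csf2rb2 as the paralog of Csf2rb. Genes outside this rule, which are Car3, Alb, Cyp2b9 and 4933415F23Rik, were chosen after their values were seen. Some genes within the rule are not reported here.

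Effects shared by the 5 tissues were tested over the 15 libraries with the quasi-likelihood test of edgeR, TMM normalization, filterByExpr and tissue as a term. The tissues come from the same mice and are not independent animals. The alternatives were DESeq size factors, totals without the 10 most abundant genes, genes with a mean of at least 10 counts, exact tests of edgeR with a coefficient of variation of 0.1 or the dispersion estimated without regard to diet, a fold change of 2, equal depth, fold changes from FPKM with pseudocounts of 0.1 and 1, the genes changed by DR as denominator, and, for the effects shared by tissues, DESeq2, no filter, no tissue term and each tissue left out.

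Counts on named genes ranged from 21767088 to 40500130 per library, with a median of 26554699. The 10 most abundant genes took between 3.05% and 14.0% of the counts. With counting error only, the Z test found 159 to 175 of 200 simulated genes changed by a fold of 2 in both comparisons. It made at most 1 false call among between 17408 and 20382 genes, since that is the error the test assumes. With a coefficient of variation of 0.1 and no effect of diet, between 383 and 561 genes per tissue were persistent on average. The quasi-likelihood test found 194 of 200 genes with 9 false calls among 17476 genes. Its simulation had that coefficient of variation and the same effect in each tissue. Of 100 lists with a shift of 1 on the log2 scale, 100 stood above the middle 95% of random lists, and 3 of 100 lists without a shift stood outside the middle 95%, among 19320 genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.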

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

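The lists of genes were fixed before the data were examined. The tests on the ratio of DR-AL to DR in fat, on genes of liver, hippocampus and colon in other tissues, on the share over genes used by other tissues, and on clock genes were chosen only after the result was seen. With 1 library of pooled RNA per tissue and diet, every value below describes libraries, and a biological difference between the pools was not tested.

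Signals in genes that the paper does not discuss appeared in epididymal fat. The 7 genes of testis germ cells had a median log2 fold change of 7.96 in DR and 10.27 in DR-AL, above all 10000 random lists in both. With the 2 genes at or under 3 counts in AL fat set to 3 counts, the medians were 8.08 and 10.39. Prm1 rose from 2 counts in AL to 1437 in DR and 10028 in DR-AL. The 8 genes of the epididymis had a median of 6.50 in DR and 2.70 in DR-AL, and 6.60 and 2.70 with 3 genes at the limit of 3 counts. Crisp1, the most abundant of them, was present in all 3 libraries with 22172, 63971 and 125400 counts, while Lcn8 had 2, 1003 and 5 counts. By contrast, 8 adipocyte genes had medians of -0.03 and -0.61, 8 macrophage genes 0.38 and 0.48, and 7 lymphocyte genes -0.79 and 0.43. A candidate explanation for the germ cell genes is testis tissue in the DR and DR-AL fat pools. If so, other genes nearly absent from AL fat would keep the ratio of DR-AL to DR that the germ cell genes have, a median of 2.31 on the log2 scale (2.00 to 2.54). Of 492 genes outside the lists of germ cells and epididymis with at most 3 counts in AL fat and a mean of at least 100 counts, 98.2% were within 1 of that ratio, against 7.67% of 13034 genes with more counts in AL fat. The epididymis genes do not keep it, with log2 ratios of at most 1.08, so testis tissue alone does not account for them, and their source was not tested. A response of fat cells to diet would have to raise these germ cell genes in 1 proportion. The depth of the libraries, 21767088 to 40500130 counts, is too similar to give such ratios.

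In the AL fat library, 83 genes with high expression in the liver stood at a median of 13.5% of their level in AL liver (quartiles 11.3% and 18.0%), against 0.140% in DR fat and 0.0322% in DR-AL fat. The narrow quartiles fit a candidate explanation of liver RNA in the AL fat library, at 13.5% of the liver level. Genes that fat itself expresses do not follow that share, as Car3, at 1033%. Where the liver RNA entered, before or during library preparation or sequencing, was not tested. The higher persistent share in fat than in the other tissues was weighed against these candidate mixtures. The lists of germ cells, at 10.27 in DR-AL, and of the epididymis shifted in the same direction in both comparisons, as the explanation by another mix of cells or tissue in the AL pool requires. As the whole cause, the liver RNA is argued against by a persistent share of 46.0% with the liver profile taken out of AL fat. Over genes that the other 4 tissues use too, the share was 36.1%, against 27.8% in the colon, the highest of the 4 others computed in the same way. Liver or testis RNA in a pool would move such genes as well, so this value cannot tell whether genes of testis, epididymis and liver alone explain the share. What stays open is how much of the remaining share comes from other differences between the pools, from diet or from age.

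In the hypothalamus, 9 genes of telencephalic excitatory neurons had a median log2 fold change of 1.73 in DR and 1.54 in DR-AL, above all random lists, while 9 striatal genes had medians of 0.01 and -0.21, the first of which was -0.00156 with DESeq size factors. Slc17a7 had 58 counts in AL, 1147 in DR and 368 in DR-AL. More telencephalic tissue in the DR and DR-AL pools was an explanation set before the data were examined for a rise of Crh and Hcrt. For Hcrt, hippocampal tissue is argued against by its highest level in the hippocampus libraries, 0.0741 CPM against 139 in the DR-AL hypothalamus. Crh reached 2.31 CPM in the hippocampus libraries against 8.27 in the DR-AL hypothalamus, but other parts of the telencephalon have no library here. The striatal list had members that went both ways, with 6 of 9 higher in DR and 3 in DR-AL. For Crh the explanation therefore stays open. For the list of telencephalic excitatory neurons itself the 2 comparisons differ. A set of 18 genes outside the lists, which the AL hypothalamus nearly lacks, stood at a median of 3.01% of their hippocampus level in AL (quartiles 1.32% and 4.16%), 5.21% in DR and 2.67% in DR-AL. Hippocampal or cortical tissue may therefore account for part of the rise of the list in DR, where the 18 genes reached 5.21%. In DR-AL their median of 2.67% lies within the quartiles in AL, but their upper quartile, 6.58%, lies above the 4.16% in AL. Hippocampal tissue is therefore neither shown nor excluded in DR-AL, and the data hold no cortex library. A response to diet, or another part of the forebrain in the pools, stays open and was not tested.

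In the liver, 9 circadian genes of the phase of Dbp had a median log2 fold change of 1.00 in DR and -1.11 in DR-AL. The 4 genes of the phase of Arntl had medians of -1.28 and 1.27, and of these 3 were lower in DR and 4 higher in DR-AL than in AL. Arntl had 64 counts in AL, 7 in DR and 211 in DR-AL. Dbp was higher in DR and lower in DR-AL than in AL in each of the 5 tissues, with log2 fold changes in the liver of 1.14 and -1.77 and in the hippocampus of 0.31 and -0.42. Another time of day at collection predicts the median of 1.27 in DR-AL. A clock shifted by the time of feeding predicts a shift in DR. For DR-AL it would have to outlast 2 months of AL feeding, the diet of the AL mice. The paper's text gives no time of collection, so the explanations cannot be told apart in DR, and another time of day was not tested in DR-AL.

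Of the 56 genes persistent in liver, fat and colon, 28 differed in direction between tissues. With 1 library per tissue and diet the difference was not tested. Transcripts typical of other organs in the fat libraries, as the 13.5% of the liver level in AL, could change the direction of some of these genes in fat. How many was not tested.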

How the results depend on the processing

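Apart from 2, the alternatives were chosen before the data were examined. All loci in place of loci with a gene name, and the liver profile taken out of AL fat, were chosen after seeing the data. The cause of a change was not tested unless it is named. Within a tissue, no paired analysis was possible because each tissue and diet has 1 library and the columns carry no replicate numbers. Across tissues, the test of shared effects compared the diets with tissue as a term. Leaving out a replicate within a tissue was not possible.

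With DESeq size factors, totals without the 10 most abundant genes, a mean of at least 10 counts, equal depth, FPKM fold changes and all loci, the numbers of genes changed by DR stayed within 1.5 times the values given, from 4488 to 5285 in the liver, 8729 to 11842 in fat, 3343 to 4094 in the colon, 1207 to 1707 in the hypothalamus and 634 to 1035 in the hippocampus. Those for DR-AL and the persistent genes did so too, except the persistent genes of the hippocampus with FPKM, which numbered 399. The overlaps ranged from 47 to 59 genes for liver, fat and colon and from 29 to 34 for hypothalamus and hippocampus. The direction depended on the scaling most in fat and the hippocampus. With FPKM, the fold change and its direction came from FPKM and the adjusted p from the counts. The persistent genes that went up in fat were 83.0% with totals, 65.4% with DESeq size factors and 37.8% with FPKM, and those in the hippocampus were 110 of 200 with totals, 112 of 201 with DESeq size factors and 342 of 399 with FPKM. Genes changed by DR in the hippocampus went from 257 up and 502 down with totals to 697 up and 338 down with FPKM. The median log2 fold change of 17306 genes in fat with a mean of at least 10 counts was 0.34 in DR-AL with totals and 0.00 with DESeq size factors.

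With an exact test that allows a coefficient of variation of 0.1 between pools, DR changed 1540 genes in the liver, 5838 in fat, 777 in the colon, 233 in the hypothalamus and 8 in the hippocampus. DR-AL changed 1845 in the liver, 339 in the colon, 667 in the hypothalamus and 55 in the hippocampus. Persistent genes were 244, 4443, 158, 96 and 5 in the same order of tissues, with shares of 8.37%, 43.9%, 16.6%, 12.5% and 8.62%. The overlaps were 1 and 3 genes. With the dispersion estimated without regard to diet, DR changed 74 genes in the liver, 1 in fat, 237 in the colon, 164 in the hypothalamus and 38 in the hippocampus, and DR-AL changed 70, 1006, 60, 426 and 142. Persistent genes were 27, 0, 31, 68 and 10, with shares of 23.3%, 0%, 11.7%, 13.5% and 5.88%, and the overlaps were 0 and 3 genes. A wider error allowed between pools gives fewer calls by construction.

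At a fold change of 2, which leaves out smaller changes by construction, DR changed 1459 genes in the liver, 4879 in fat, 1057 in the colon, 467 in the hypothalamus and 246 in the hippocampus, and DR-AL changed 1463, 6835, 744, 890 and 304. Persistent genes were 336, 4033, 203, 203 and 48, with shares of 52.9% in fat, 12.9% in the colon, 18.0% in the hypothalamus and 9.64% in the hippocampus. The overlaps were 3 and 4 genes. Over the genes changed by DR, a smaller denominator, the shares were 21.8% in the liver, 71.9% in fat, 34.6% in the colon, 54.1% in the hypothalamus and 26.4% in the hippocampus.

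The share in fat was 46.5% with DESeq size factors, 50.6% with a mean of at least 10 counts, 50.7% with FPKM, 44.9% with all loci and 46.0% with the liver profile taken out. That in the colon was 28.1% with a mean of at least 10 counts, and that in the hippocampus 17.6% with FPKM. The other shares stayed within their intervals. Shares of upregulated genes moved outside their intervals in 26 of 50 cases and those of downregulated genes in 27 of 50.

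Effects shared by the 5 tissues were found for 2 genes in DR and 1 gene in DR-AL. With all genes, they numbered 8 and 17, with DESeq2 22 and 22, and without a tissue term 0 and 0, with 11 and 70 genes at an unadjusted p under 0.05. Across the 5 fits that each left out 1 tissue, the numbers ran from 1 to 19 in DR, the lowest without liver and the highest without fat, and from 7 to 16 in DR-AL, the lowest without hypothalamus and the highest without colon.

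Of 162 list medians under other settings, 158 kept their direction and their place inside or outside the middle 95% of random lists. With list genes at a mean of at least 10 counts, the pituitary list in DR fell to 0.37 and inside the middle 95%, and the small intestine list in the colon moved outside it, at -0.87 in DR and -0.73 in DR-AL. The striatal list in DR was -0.00156 with DESeq size factors against 0.01. Among log2 fold changes of named genes, 382 of 390 kept their direction and call. Those of Csf2rb in DR, at 0.0487 and 0.0117 with FPKM and pseudocounts of 0.1 and 1, and of Ttr in the DR-AL hippocampus, at 0.0636 with both, reversed from -0.01 and -0.05. Of the rest, 3 were weaker, all of them Tet3 in DR-AL colon, and 1 was stronger, Bdnf in DR. The depth limits Csf2rb, with 53 counts in AL, Crh with 50 and Tet1 with 18, whose intervals are wide.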

Differences from the paper's values

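The paper's shares and overlaps are from its text, and its numbers of genes are from Fig. 1a, read by eye, where numbers changed by DR or in DR-AL are sums of the 2 parts of a circle. A gap counts as closed where the value came within 1.5 times the paper's value. All loci in place of loci with a gene name was chosen after seeing the data, and the other alternatives were set before.

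For the lowest share of downregulated genes that persisted, the paper's value is 17% and the value here was 9.57%, in the liver. With the genes changed by DR as denominator the lowest share was 17.9%, in the hippocampus, and no other alternative closed the gap. For the lowest persistent share of the 5 tissues, the paper's value is 19% and the value here was 11.8%, in the hippocampus. The lowest share was 13.0% with equal depth, in the hippocampus, and 12.9% with FPKM fold changes, in the liver. It was 21.8%, in the liver, over the genes changed by DR. These alternatives closed the gap, and the others did not. With the genes changed by DR as denominator, other values moved away from the paper's. The highest persistent share of the 4 tissues other than fat was 54.1% against the paper's 27%, with 25.6% in the comparison used here, and the highest share of downregulated genes was 69.5% against the paper's 41%, with 33.4% in the comparison used here.

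The paper's number of persistent genes common to liver, fat and colon is 93, against 56 here. The paper's number common to hypothalamus and hippocampus is 119, against 31 here. None of the alternatives closed these 2 gaps.

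Persistent downregulated genes in the liver were about 740 in the paper's Fig. 1a and 392 here, and in the hippocampus about 420 in the paper's Fig. 1a and 90 here. Persistent upregulated genes were about 640 in the hypothalamus in the paper's Fig. 1a and 371 here, and about 220 in the hippocampus in the paper's Fig. 1a and 110 here. None of the alternatives closed these gaps. Persistent downregulated genes in the colon were about 1200 in the paper's Fig. 1a and 753 here, and only all loci, at 896, closed the gap. Persistent downregulated genes in fat were about 2500 in the paper's Fig. 1a and 1136 here, and only DESeq size factors, at 2199, closed the gap.

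Genes downregulated by DR in fat were about 4100 in the paper's Fig. 1a and 2113 here. DESeq size factors, at 3387, FPKM fold changes, at 6049, and all loci, at 3070, closed the gap. Genes downregulated in DR-AL in fat were about 4600 in the paper's Fig. 1a and 2421 here, and DESeq size factors, at 5029, and all loci, at 3234, closed the gap. Genes upregulated by DR in the colon were about 2500 in the paper's Fig. 1a and 1650 here, and only all loci, at 1748, closed the gap. Genes downregulated in DR-AL in the colon were about 2400 in the paper's Fig. 1a and 1553 here, and equal depth, at 1630, and all loci, at 1849, closed the gap. Genes downregulated by DR in the hypothalamus were about 910 in the paper's Fig. 1a and 528 here, and only all loci, at 708, closed the gap. Genes upregulated in DR-AL in the hypothalamus were about 1800 in the paper's Fig. 1a and 1171 here. DESeq size factors, at 1350, FPKM fold changes, at 1438, and all loci, at 1406, closed the gap. Genes upregulated by DR in the hippocampus were about 600 in the paper's Fig. 1a and 257 here, and only FPKM fold changes, at 697, closed the gap. No alternative did so for genes downregulated by DR in the hippocampus, about 1300 in the paper's Fig. 1a and 502 here, or genes downregulated in DR-AL in the hippocampus, about 1100 in the paper's Fig. 1a and 408 here.

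The paper states that the 7 genes taken to real-time PCR differed in the RNA-Seq data. Here Csf2rb was not called changed in either comparison, with log2 fold changes of -0.01 and -0.62, nor was Crh in DR, at 0.48. None of the alternatives run for these genes called them. The paper names the neurotensin gene in the colon among genes altered by DR in expression and reports that its expression rose with DR in a second group of mice. That group was fed DR and then AL for longer, and was measured by real-time PCR in individual mice. In the RNA-Seq libraries, from 1 month of DR and then 2 months of AL, Nts fell in the colon. Its log2 fold changes were -2.26 and -1.61, so the times and the assay differ. The paper cites work in which DR raised klotho and transthyretin in the hippocampus. Kl and Ttr were lower in the DR hippocampus library, with log2 fold changes of -0.48 and -0.71.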

Other observations

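Predictions for tests of Crh with Hcrt, Pomc and Nts, of the mix of cells in fat and of the shared AL library were set before the data were examined. The tests of Lypd8, the choroid plexus, Scd1, a fall of Nts, DR-AL alone for Pomc and other groupings of the libraries were chosen only after the result was seen. No biological explanation was tested with replicates.

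A deviation of the shared AL library alone would also make genes look persistent. AL as the reference gave the most genes in 0 of the 5 tissues. With the variation estimated without regard to diet, the observed persistent share lay below the range of the simulations without an effect of diet in the liver (34.5% to 36.4%), within it in fat (48.1% to 50.2%), and above it in the hypothalamus (19.1% to 20.7%) and the hippocampus (7.54% to 9.85%). In the colon the range ended at 25.6%, beside an observed 25.6%. With a coefficient of variation of 0.1, the placement changed. The observed share lay below the range in the liver (13.7% to 16.0%) and the hippocampus (13.8% to 16.1%) and above it in fat (14.8% to 16.2%), the colon (14.4% to 16.4%) and the hypothalamus (15.0% to 16.8%). Since the placement depends on the variation assumed, and the estimated variation includes any effect of diet, a deviation of the AL pool and a lasting effect of DR cannot be told apart without replicate pools. An effect of age in the DR-AL mice stays open as well.

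Pomc fell in the hypothalamus in both comparisons. The 5 arcuate genes other than Pomc had a median of -0.18 in DR, with Agrp at 0.11 and Npy at -0.18, so less arcuate tissue is argued against as the whole cause in DR. Cartpt, at -0.71, and Ghrh, at -1.13, fell in DR too. In DR-AL the median was -1.48, with Agrp at -1.48, Npy at -1.75 and Tac2 at 0.17. Less arcuate tissue in the DR-AL pool is a candidate explanation there. The hypothalamus identity list had medians of -0.20 and -0.74, the thalamus list 0.08 and 0.92, and the list of paraventricular, supraoptic and lateral hypothalamus 0.16 and 0.16. For less pituitary tissue, the pituitary list had a median of 1.08 in DR, or -0.01 with genes at or under 3 counts set to 3. Its members went both ways, with Gh at 1.20 and Tbx19, of the pituitary cells that express Pomc, at -0.92. In DR-AL the list had a median of -2.33, with Gh at 88 counts in AL and 18 in DR-AL. The data hold no pituitary library from which to tell how much Pomc such tissue would bring, so less pituitary tissue cannot be told apart from other causes in either comparison.

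Nts fell in the colon, from 505 counts in AL to 132 in DR and 156 in DR-AL, so that more small intestine and more enteroendocrine cells, set before the data were examined to explain a rise, had no rise to explain. The lists had medians of -0.26 and -0.28 in DR. For fewer enteroendocrine cells, the median was 0.0426 in DR-AL, and for less small intestine it was -0.36, at percentile 3.10 of random lists. Both lists had members that went both ways. In the small intestine list, 4 genes were called down and 0 up in DR, and 4 down and 1 up in DR-AL. Slc10a2 (-1.18 in both comparisons), Fabp2 (-1.05 and -0.73) and Sis (-2.16 and -1.08) fell with Nts. Over list genes with a mean of at least 10 counts, its medians were -0.87 in DR and -0.73 in DR-AL. These values go in the direction that less small intestine requires. Sct, among the enteroendocrine genes, also fell with Nts in both comparisons. Neither explanation can be told apart from a response of Nts itself. In the hypothalamus Nts had log2 fold changes of 0.12 and 1.03. Other lists in the colon had medians in DR and DR-AL of 0.11 and 0.09 for colonic epithelium, 0.36 and 0.44 for intestinal stem cells, 0.30 and -0.79 for smooth muscle, 0.46 and 0.81 for the heat shock response, and 0.14 and 0.02 for DNA methyltransferases and TET enzymes. Dnmt1 rose in DR by 0.53 on the log2 scale. Tet3 fell in DR-AL, at -0.34, a call that DESeq size factors did not give.

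Lypd8 in the AL hypothalamus library may come from colon RNA or reads. The 79 colon genes stood there at a median of 0.0848% of their colon level and Lypd8 at 0.0630%, against 0.0107% and 0.00286% in DR.

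In the hippocampus, Kl and Ttr fell in DR together with 8 choroid plexus genes, whose median was -0.74 in DR and 0.24 in DR-AL. Less choroid plexus in the DR pool is a candidate explanation. Oligodendrocyte genes had medians of -0.31 and -0.17 and immediate early genes 0.39 and -0.38. Bdnf had log2 fold changes of 0.17 and 0.07 and was not called.

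Scd1 was listed at 0 in all 5 DR libraries, against 756056 counts in AL fat, the highest count of the table, and 12276 in AL hypothalamus. It was the only gene at 0 in all DR libraries with at least 100 counts in each of the other 10, and 0 such genes were found for AL or DR-AL. Loss of the gene from the DR mice is argued against by 81564 counts in the liver of DR-AL mice, which came from the DR group. Lower lipogenesis is argued against by the lipogenesis list, with a median of 2.81 in DR fat and 1.37 in DR liver, and Fasn 17.0-fold higher in DR fat. A failed count of this 1 locus in the DR libraries is a candidate explanation. In DR-AL the list had medians of -1.01 in fat and -0.37 in liver, and the glucocorticoid list in the liver 0.33 and 0.82. Alb was listed at 0 in all 15 libraries.

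Over the 15 libraries, 2 genes of 17476 had an effect of DR shared by the tissues at an adjusted p under 0.05 in the quasi-likelihood test of edgeR, and 657 at an unadjusted p under 0.05. One was Scd1 with its counts of 0. The other was Cyp2b9, higher in the DR liver with 4551 counts against 7, and with at most 11 counts in the other libraries. For DR-AL, 1 gene passed and 862 did at an unadjusted p under 0.05. This was 4933415F23Rik, with 15, 395 and 2341 counts in fat and at most 2 in the other libraries. Of the 16 groupings that swap AL and DR within tissues, 1 gave as many genes, the real one. Of the 16 that swap AL and DR-AL, 7 gave as many, the real one included. By genes at an unadjusted p under 0.05, 1 of the 16 groupings gave as many in each comparison, the real one. With 16 groupings the share cannot go below 1 in 16, so an effect shared by tissues and an accident of grouping cannot be told apart.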
